# A Novel Selective Strategy for Bioactive Limbal Stem Cells Primary Culture Using Deep Cryopreservation and IL-1β Precondition

**DOI:** 10.3390/cells15100880

**Published:** 2026-05-12

**Authors:** Yinglin Liu, Liling Xu, Yanmei Li, Cheng Lu, Zepei Fan, Jun Ling, Yingwei Wang, Zheng Wu

**Keywords:** limbal stem cells, cryopreservation, inflammatory factor induction, cryogenic induction, primary cell culture

## Abstract

**Highlights:**

**What are the main findings?**

- Long-term cryopreserved limbal tissues retain viable LSCs with robust stem cell characteristics.
- A combined cryopreservation and IL-1β preconditioning strategy efficiently enriches LSCs and improves culture outcomes.

**What are the implications of the main findings?**

- Introduces a selection-based strategy for stem cell enrichment without complex sorting methods.
- Provides a practical approach for efficient LSC preparation prior to transplantation.

**Abstract:**

Limbal stem cell (LSC) transplantation is an important treatment for limbal stem cell deficiency (LSCD), but low efficacy in maintaining LSC stemness during in vitro expansion greatly affects its wider application. The primary contributing factors include a low proportion of stem cells and the lack of a stable, supportive microenvironment over prolonged culture. Rabbit corneal tissues preserved under deep cryogenic conditions for more than six months retain viable limbal stem cells (LSCs), and primary LSCs isolated from these tissues exhibit robust stem cell characteristics. It is noteworthy that the NLRP3/Caspase-1/IL-1β signaling axis was activated in corneal epithelial cells, and outer limbal layers preserved for one or two years. Based on these findings, a combined strategy integrating deep cryopreservation with IL-1β induction was established for the processing of limbal tissues. The combined cryogenic and IL-1β preconditioning yielded primary LSCs with maintained p63^+^ cell proportions, a reduction in K3^+^ differentiated cells from approximately 80% to 60%, and a 6.25-fold increase in colony-forming efficiency. In addition, an increased proportion of cells in the G2/M phase and enhanced proliferative capacity were observed. The enriched LSC population also exhibited improved stratified epithelial reconstruction potential. These findings identify an effective strategy for preserving and enriching LSCs from limbal tissue, providing a practical and efficient approach for LSC preparation prior to transplantation. Further in vivo studies will be important to validate the functional performance of these cells in ocular surface reconstruction.

## 1. Introduction

Vision is the primary sensory modality in humans, and maintaining a healthy ocular surface with an intact cornea and conjunctiva is crucial for optimal visual function. Corneal injuries such as chemical/thermal burns, infections, or iatrogenic damage can cause partial or complete limbal stem cell deficiency (LSCD), leading to corneal neovascularization, conjunctivalization, and potentially severe vision loss [1]. LSCs, located in the palisades of Vogt at the corneal epithelial basal layer, drive corneal epithelial renewal by migrating centripetally to replenish differentiated corneal epithelial cells, maintaining epithelial homeostasis [2]. To date, LSC transplantation has been widely recognized as a promising therapeutic approach for LSCD. Numerous researchers have devoted significant efforts to optimizing various culture techniques to enhance the stemness of transplanted cells and improve transplantation success rates.

In the clinic, donor corneas are usually preserved 1–2 weeks (short-term) in commercial storage media at 4–8 °C or in liquid nitrogen for a long-period [3,4,5]. After the transplantation of the central cornea, the limbal tissues of the donor corneas become potentially valuable resources for LSC cultivation. The feasibility of LSCs’ isolation from cryopreserved corneal tissue has been reported, but low temperature preservation could cause cell apoptosis and pyroptosis during direct cell freezing [6,7,8]. Reactive oxygen species (ROS) accumulation [9], ice crystal formation [10], and ionic imbalance [11] were assumed as the main factors. However, increasing studies have supported that applying proper negative stimulation to stem cells could enhance their bioactivities for regeneration. Therefore, further investigation into the cryodamage mechanisms affecting limbal tissues and LSCs may provide new insights for optimizing LSC cultivation.

Upon corneal epithelial injury, quiescent LSCs residing in the limbus would receive complex signals from the damaged site and rapidly exit their quiescent state under the coordinated regulation of inflammatory factors, growth factors, and niche microenvironment cues, initiating a series of regenerative responses [12]. Moreover, recent studies employing single-cell transcriptomics and quantitative lineage tracing have further confirmed the necessity of “appropriate inflammatory signaling” for LSC activation [13,14]. Our previous study developed a pretreatment method with collagenase IV and tumor necrosis factor-alpha (TNF-α) to simulate the epithelium injury, which significantly accelerated the outgrowth of primary LSCs while enhancing their stemness and viability [15].

In contrast to the corneal stroma, the limbal niche contains not only abundant growth factors but also various extracellular matrix (ECM) components enriched with vitronectin, fibronectin, laminin, tenascin, and Wnt ligands. These components collectively support the maintenance of stem cell phenotypes in LSCs under stress or injury conditions. Furthermore, the quiescent state of LSCs—characterized by slow cycling and low metabolic activity—provides inherent protection against external damage, so using cryogenic conditions may induce a more gradual and ordered injury to the corneal epithelium. Therefore, this study aims to investigate the stem cell characteristics, proliferative potential, and underlying regulatory mechanisms of primary LSCs derived from limbal tissues following long-term cryogenic preservation. A new pretreatment method for limbus tissue to acquire favorable LSCs would be established based on the discovered mechanism.

## 2. Materials and Methods

### 2.1. Preparations of Rabbit Limbus

The animal experiment procedures were conducted according to the ethical guidelines of the National Guide for the Care and Use of Laboratory Animals and approved by the Jinan University Animal Care and Use Committee (Guangzhou, China; approved code: 20240307-02). Following enucleation by orbital dissection, harvested rabbit eyeballs were immersed in 4 °C pre-cooled PBS (LEAGENE, Beijing, China) containing 1% penicillin–streptomycin (Gibco, Grand Island, NY, USA) for sterilization and removal of extraocular tissues. After meticulous removal of intraocular contents and iris tissue, corneoscleral rims were prepared by trimming excess sclera while preserving the limbal region. For cryopreservation, intact corneal tissues were equilibrated in specialized cryomedium (70%DMEM/F12 (Gibco, Grand Island, NY, USA), 30% fetal bovine serum (FengMingZhiYu, Dongguan, China), 10% Dimethyl sulfoxide (Solarbio, Beijing, China)) and subjected to controlled-rate freezing before long-term storage in liquid nitrogen. For the preconditioning group, the cryomedium was added with 10 ng/mL IL-1β, and the cornea tissues were stored in liquid nitrogen (−196 °C) for 7 days.

### 2.2. LSC Primary Culture

For primary culture, cryopreserved specimens were thawed and processed through PBS washing, followed by 3 mm limbal biopsy collection using a corneal trephine. Tissue explants were briefly coated with fetal bovine serum and plated epithelial-side-up in culture dishes with keratinocyte culture medium, maintaining standard culture conditions (37 °C, 5% CO_2_) with medium renewal every 48 h to monitor limbal stem cell outgrowth.

### 2.3. Limbal Stem Cells Quantifications

The expression levels of stem cell-related markers p63 (Abcam, Cambridge, UK), differentiation marker K3 (Abcam, Cambridge, UK), and proliferation marker Ki67 (Abcam, Cambridge, UK) were assessed using flow cytometry and immunofluorescence staining. Following overnight incubation with primary antibodies, samples were treated with species-matched secondary antibodies: Alexa Fluor 488-conjugated goat anti-mouse IgG (Abcam, Cambridge, UK) or goat anti-rabbit IgG (Abcam, Cambridge, UK). Negative controls were included for specificity validation. Nuclei were counterstained with Hoechst 33328 (Invitrogen, Carlsbad, CA, USA) for immunofluorescence imaging.

### 2.4. Cellular Proliferation Evaluation

Cellular proliferation was evaluated at 72 h using CCK-8 assays, while apoptosis rates were quantified with the Alexa Fluor^®^ 488 Annexin-V/Dead Cell Apoptosis Kit (Invitrogen, Carlsbad, CA, USA) according to manufacturer protocols. Flow cytometric analysis (BD FACSCanto, BD Biosciences, San Jose, CA, USA) was employed for both cell cycle profiling and marker quantification, ensuring standardized data acquisition and analysis.

### 2.5. H&E Staining

For histological evaluation, corneal tissues were fixed in 4% paraformaldehyde for 24 h, dehydrated through a graded ethanol and xylene series, and embedded in paraffin. Sections (5 μm thickness) were cut and mounted on slides, followed by rehydration through xylene and descending ethanol gradients. Hematoxylin and eosin (H&E) staining was performed for general morphological assessment.

### 2.6. Immunofluorescence Staining

For immunofluorescence analysis, antigen retrieval was conducted using citrate buffer. Tissue sections were incubated overnight at 4 °C with primary antibodies against p63, K3, NLRP3, IL-1β, and Caspase-1 (Abcam, Cambridge, UK). The following day, slides were incubated with appropriate secondary antibodies in the dark, followed by nuclear counterstaining with Hoechst 33328.

### 2.7. Real-Time Quantitative PCR

The TRIzol reagent (Invitrogen, Carlsbad, CA, USA) was used to extract total RNA. As directed by the manufacturer, cDNA synthesis was carried out using cDNA Reverse Transcription Kits (Servicebio, Wuhan, China). qRT-PCRs using the SYBR Green reagent (Servicbio, Wuhan, China) were performed using a Mini Cycler PCR device. Relative expression was calculated using 2^−ΔΔCT^ after gene expression was normalized to GAPDH mRNA. Table 1 contains the primer sequences for the genes that were detected. The primers were synthesized by GenScript Biotech Corporation (Nanjing, China).

### 2.8. RNA-Seq Analysis

According to the manufacturer’s protocol, a total RNA Kit I (Omega, Norcross, GA, USA) was used to extract sample RNA. Sequencing was performed on the Illumina platform. The raw RNA-seq reads were aligned by hisat2 (v. 2.1.0). Gene expression was calculated by htseq-count (v.0.11.2). Significantly differentially expressed genes (DEGs) among the fresh group and preconditioned group were evaluated using DESeq2 (1.22.2), and genes with a |log_2_FC|  ≥  1 and an adjusted *p* value ≤ 0.05 were selected for further analysis. Gene Ontology (GO), Kyoto Encyclopedia of Genes and Genomes (KEGG) enrichment analysis, and gene set enrichment analysis (GSEA) were conducted.

### 2.9. Statistical Analysis

All analyses were performed using GraphPad Prism 10.4.1 (GraphPad Software Inc., San Diego, CA, USA). A two-tailed Student’s *t*-test was used for comparisons of two groups. For multiple groups, one- or two-way ANOVA was used to compare. The number of samples in each experimental group was more than or equal to three (*n*  ≥  3). All quantitative results were expressed as the mean  ±  standard deviation, and differences with a *p* value < 0.05 were considered statistically significant.

## 3. Results

### 3.1. Long-Term Cryogenic Preservation in Liquid Nitrogen Maintains Stem Cell Phenotype and Viability in Rabbit Limbus

Histological examination by H&E staining demonstrated that the central corneal epithelium in fresh samples exhibited tightly arranged cells with intact cellular architecture. In contrast, rabbit corneas cryopreserved for 0.5, 1, and 2 years showed enlarged intercellular spaces and cytoplasmic vacuolization in the central corneal epithelium. The limbal region of fresh corneas displayed densely packed cells in both epithelial and basal layers. All three cryopreserved groups retained substantial epithelial cells in both limbal and central corneal regions, with the limbal basal layer maintaining numerous closely arranged cells (Figure 1A). Immunofluorescence staining for p63 and K3 revealed that both fresh and cryopreserved corneas showed positive K3 expression in central corneal epithelial cells, with only a minority of cells expressing p63. Compared with the fresh group, the cryopreserved groups expressed higher p63 in the corneal area. In the limbal region, p63^+^ cells were predominantly localized in the basal layer of both fresh and cryopreserved corneas, while K3 expression was concentrated in the superficial layers with minimal expression in the limbal basal region (Figure 1B). qRT-PCR analysis indicated that p63 transcript levels in the central cornea were elevated in all three cryopreserved groups compared to fresh controls (Figure 1C), whereas no significant differences were observed in p63 expression between cryopreserved and fresh limbal tissues (Figure 1D). Additionally, K3 transcript levels were reduced in both central corneal and limbal tissues of cryopreserved groups relative to fresh samples (Figure 1E,F).

### 3.2. Using Liquid Nitrogen Cryopreservation Limbus for LSC Primary Culture

Primary culture of LSCs from rabbit limbus was performed using the explant adherence method. Fresh corneas showed cell outgrowth by day 2–3, whereas corneas cryopreserved for 0.5, 1, and 2 years showed delayed outgrowth until day 4–5. The morphology of primary LSCs between fresh and cryopreserved groups was similar, with both exhibiting polygonal, cobblestone-like arrangements (Figure 2A). Growth curve analysis revealed that LSCs derived from 0.5-, 1-, and 2-year cryopreserved corneas all exhibited reduced proliferative rates compared to the fresh control group, and no significant differences were observed among the cryopreservation groups (Figure 2B). Cell cycle analysis demonstrated higher proportions of G0/G1 phase and G2 phase cells in the fresh group compared to the cryopreserved groups. Conversely, the S-phase cell population was lower in the fresh group than in all cryopreserved groups (Figure 2C,D). Immunofluorescence staining confirmed Ki67 expression in both fresh and cryopreserved groups (Figure 2E). Apoptosis assays revealed the lowest apoptosis rate in fresh LSCs, while the highest rates were observed in the 0.5- and 1-year cryopreserved groups (Figure 2F,G). In addition, immunofluorescence staining and flow cytometric analysis of LSC markers showed that the proportion of p63^+^ cells in primary LSCs derived from cryopreserved limbus was not significantly different from that in the fresh group (Figure 3B,C), whereas the proportion of K3^+^ cells was markedly reduced (Figure 3D,E). Moreover, the colony-forming efficiency of primary LSCs from all three cryopreserved groups was significantly higher than that of the fresh group (Figure 3F,G).

### 3.3. The NLRP3/Caspase-1/IL-1β Signaling Pathway Participates in the Modulation of Cryopreservation-Induced Epithelial Cell Damage

Immunofluorescence staining of corneal sections revealed distinct patterns of NLRP3, Caspase-1, and IL-1β expression in fresh versus cryopreserved tissues. Fresh corneal tissues showed no detectable positive staining for any of these markers. In contrast, cryopreserved corneas exhibited progressively increased numbers and staining intensity of NLRP3+, Caspase-1+, and IL-1β+ cells in the central corneal epithelium with longer storage durations (Figure 4A). qPCR analysis confirmed these findings at the transcriptional level, with fresh corneas demonstrating significantly lower expression of NLRP3, Caspase-1, and IL-1β mRNA compared to all cryopreserved groups. Among cryopreserved samples, the 1-year group showed the highest transcript levels of all three markers in the central cornea, while the 0.5- and 2-year groups exhibited intermediate expression levels (Figure 4B). The limbal region displayed markedly different expression patterns. Both fresh and 0.5-year cryopreserved limbal tissues were negative for all three markers by immunofluorescence. Only the superficial layers of 1- and 2-year cryopreserved limbal tissues showed positive staining, while the limbal basal layer remained consistently negative across all groups (Figure 4C). Transcriptional analysis revealed that 1-year cryopreserved limbal tissues had elevated NLRP3, Caspase-1, and IL-1β mRNA levels compared to fresh controls, whereas the 2-year group showed significantly reduced expression. No significant differences were observed between fresh and 0.5-year cryopreserved limbal tissues (Figure 4D).

### 3.4. Combined Cryopreservation and Inflammatory Preconditioning Enable Selection of High-Viability Primary Limbal Stem Cells

Using fresh limbal tissue as a control, primary LSCs were isolated from cryopreserved and inflammation-induced limbal tissues (preconditioned group) to evaluate their stem cell properties. Both groups yielded primary LSCs with polygonal, cobblestone-like morphology, showing no apparent morphological differences. Compared to the control group, the preconditioned group exhibited significantly greater LSC outgrowth by day 3, while apoptosis assays revealed no significant differences between groups (Figure 5A–C). The preconditioned group demonstrated superior stem cell functionality, as evidenced by significantly higher colony-forming efficiency (Figure 5D,E) and altered cell cycle distribution—with reduced G0/G1 phase populations and increased S/G2-M phase fractions compared to controls (Figure 5F). Flow cytometry analysis showed comparable p63^+^ cell proportions between groups, but significantly fewer K3^+^ cells in the preconditioned group (Figure 5G–J). In vitro stratified culture revealed enhanced tissue-forming capacity in the preconditioned group, generating 5–6 layered sheets versus 3–4 layers in controls. Immunofluorescence demonstrated distinct differentiation patterns: control sheets showed uniform K3 expression with weak basal p63, while pretreatment sheets exhibited stronger superficial K3 and intense basal p63 expression. Both groups maintained robust expression of tight junction protein ZO-1 and collagen IV throughout the stratified constructs (Figure 5K).

### 3.5. Inflammatory Preconditioning Enhances the Activity of Primary LSCs by Upregulating Extracellular-Related Gene Expression

Based on the transcriptomic analysis, 1032 genes were found to be significantly different between the fresh group and the preconditioned group (Figure 6A). 

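RNA-seq was performed on primary LSCs that grew out of rabbit limbal explants, with 3 libraries in the fresh group and 3 in the preconditioned group. For the preconditioned group, the corneas were held in liquid nitrogen (−196 °C) for 7 days in a cryomedium with 10 ng/mL IL-1β, an inflammatory cytokine, before the explants were cultured. Freezing and IL-1β were applied together, and libraries from corneas frozen without IL-1β were not analysed here. The methods name an Omega kit for RNA extraction, whereas the sample records name TRIzol. The authors aligned the reads with hisat2, counted them per gene with htseq-count, and deposited the counts without normalization together with FPKM values. The paper's text does not name the genome build, the annotation, the strand setting or which animal each library came from. The table held 22190 genes, 7499 of which had only an identifier that begins with LOC and no gene symbol. The 3 fresh libraries had 32715849, 33537220 and 34327534 counts on genes, and the 3 preconditioned libraries had 34069478, 34243257 and 31952352. Counts were scaled by edgeR's TMM factors, which were 1.06 to 1.07 in the fresh group and 0.914 to 0.965 in the preconditioned group. The 15029 genes that passed edgeR's filter on low counts were tested with its quasi-likelihood test. Genes with a Benjamini-Hochberg adjusted p of at most 0.05 and an absolute log2 fold change of at least 1, the paper's cutoffs, were taken as differentially expressed. Between libraries of one group, the chi-square of the counts per degree of freedom was 48.1 to 147, so that each library differed from the others by more than sampling noise and was counted as 1 sample. Pearson's r of log2 CPM across genes, which are not independent replicates, was 0.973 to 0.980 within the fresh group and 0.946 to 0.970 within the preconditioned group. The first principal component held 50.4% of the variance. The fresh libraries lay between −53.1 and −41.1 on it, preconditioned replicate 1 at 8.13, and the other preconditioned libraries at 58.3 and 70.4.

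**Figure D1:**
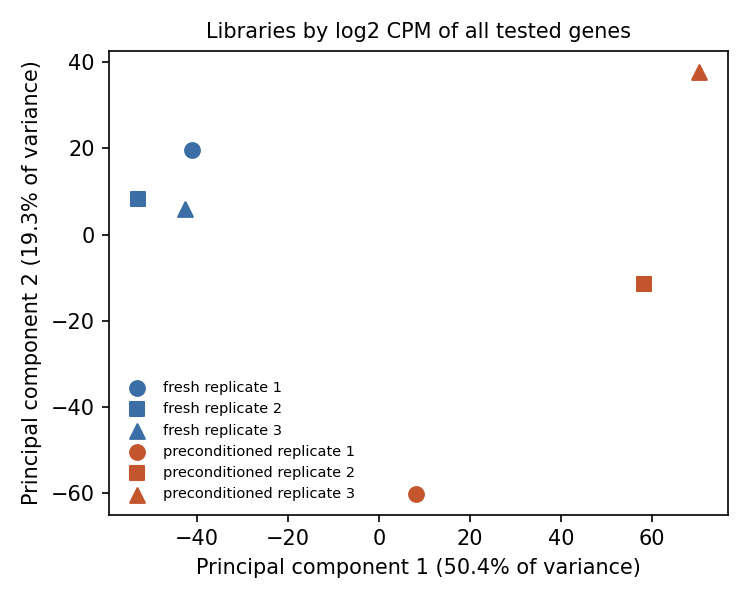
Principal components of log2 CPM over all tested genes, with 1 point per library, coloured by group and shaped by replicate number. The horizontal axis holds 50.4% and the vertical axis 19.3% of the variance, and preconditioned replicate 1 lies between the fresh libraries and the other preconditioned libraries on the horizontal axis.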

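At these cutoffs, 344 genes were differentially expressed, 163 of them higher and 181 lower in the preconditioned group. All 3 preconditioned libraries lay on one side of all 3 fresh libraries for each of the 344 genes. Over all tested genes, 5510 (36.7%) were separated in this way, where chance gives 10%. Among the settings that used all 6 libraries, the number rose most with another test tool and fell most with a test against a log2 fold change of 1 (glmTreat), which gave 24 genes. With the DESeq2 Wald test at default settings, 1190 genes passed the same cutoffs, 553 higher and 637 lower, and 343 of the 344 genes were among them. With the replicate number as a block in the edgeR model, 30 genes passed, all of them among the 344. Libraries with the same number did not deviate together from their group means, with a mean correlation of −0.083 across genes. The number of genes ranged from 14 to 1546 when each library was left out in turn, and the highest number was reached without preconditioned replicate 1. The genes with the largest changes had no symbol, and near-identical copies could have shared their reads in the counting. LOC100341160, described as lysozyme C, had 45.4 ± 15.8 CPM (SD, n = 3) in the fresh group and at most 1 count in each preconditioned library, which is at least 507-fold lower (adjusted p = 6.0e-04 from edgeR's quasi-likelihood test). LOC127486440, described as a subunit of NADH dehydrogenase, had 31.5 ± 2.14 CPM (SD, n = 3) in the fresh group and 0.349 ± 0.170 CPM (SD, n = 3) in the preconditioned group, a log2 fold change of −6.48 (standard error 0.32). LOC100345711, described as similar to phosphatidylethanolamine-binding protein 1, had at most 2 counts in each fresh library and 7.41 ± 0.936 CPM (SD, n = 3) in the preconditioned group, which is at least 82.8-fold higher.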

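The genes higher in the preconditioned group were compared with GO terms, as the deposited table assigns them, by a one-sided Fisher's exact test. The background was the 12193 tested genes with any GO term, and 6879 terms with at least 3 members in it were tested. Of the 163 genes, 137 had a GO term. Extracellular space held 9 of them, where 5.75 were expected (ratio 1.56, Fisher's exact test, p = 0.12, adjusted p = 1). Among the 9 were ANXA1, COL1A1, CTSV, PLAU and SERPINB7. Extracellular matrix held 2 genes against 1.34 expected (ratio 1.496, Fisher's exact test, p = 0.39), and extracellular vesicle held EDIL3 alone against 0.191 expected (ratio 5.24, p = 0.17). None of the 6879 terms had an adjusted p of at most 0.05, and 143 had an unadjusted p of at most 0.05. The same terms were counted among the 181 lower genes after the result for the higher genes was seen. Extracellular space held 12 lower genes against 6.21 expected (ratio 1.93, Fisher's exact test, p = 0.022, adjusted p = 1), extracellular matrix held 6 against 1.44 expected (ratio 4.15, Fisher's exact test, p = 0.0033, adjusted p = 1), and extracellular vesicle held none. For the higher genes, the adjusted p of extracellular space changed most with the calls of DESeq2. Of its higher genes, 411 had a GO term, and 41 were in extracellular space against 17.4 expected (ratio 2.35, Fisher's exact test, p = 2.9e-07, adjusted p = 0.000996, with 0.000996 to 1 over all alternatives). This term had the second lowest p of 6920 terms, and 4 terms had an adjusted p of at most 0.05. Extracellular matrix then held 12 genes against 4.06 expected (ratio 2.95, Fisher's exact test, p = 0.00075, adjusted p = 0.31, with 0.31 to 1 over all alternatives), and extracellular vesicle held 3 against 0.566 expected (Fisher's exact test, p = 0.018). Among the lower genes called by DESeq2, extracellular space held 34 against 20.8 expected (ratio 1.63, Fisher's exact test, p = 0.0033, adjusted p = 0.42), and extracellular matrix 11 against 4.85 expected (ratio 2.27, Fisher's exact test, p = 0.0093, adjusted p = 0.65). With the replicate number as a block, the ratio for higher genes was 2.16 for extracellular space (adjusted p = 1), and no gene of extracellular vesicle was called.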

According to the GO enrichment analysis, many of the significantly upregulated genes in the preconditioned group were enriched in extracellular-related pathways, including the extracellular matrix, extracellular space, and extracellular vesicles (Figure 6B,C). 

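In the RNA-seq data, 11 genes that the paper links to production or remodeling of the matrix were examined one by one. They were COL1A1, FABP3, FAP, COL6A3, FBLN2, PXDN, FRMD7, MMP1, COL15A1, COL6A1 and COL7A1. The mean CPM of all 11 was higher in the preconditioned group, with log2 fold changes from 0.97 to 2.75, and 10 had a log2 fold change of at least 1. COL1A1 passed both cutoffs over all tested genes. Its expression was 91.3 ± 29.8 CPM (SD, n = 3) in the fresh group and 578 ± 100 CPM (SD, n = 3) in the preconditioned group, a log2 fold change of 2.66 (standard error 0.28, adjusted p = 0.015 from edgeR's quasi-likelihood test). The other 10 genes had adjusted p values from 0.052 to 0.42, and 8 of the 11 genes had an adjusted p of at most 0.1. Adjusted over the list alone, 9 genes passed both cutoffs, and the groups did not overlap for 8 of the 11 genes, where chance gives 10% of genes. The list was itself drawn from differences in these libraries, so neither count is an independent test. For genes without overlap, the exact, 2-sided permutation p is 0.1, the smallest that 3 libraries against 3 allow. Another test tool changed these calls most, since 10 of the 11 genes passed the cutoffs with DESeq2. The exception was PXDN.

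**Figure D2:**
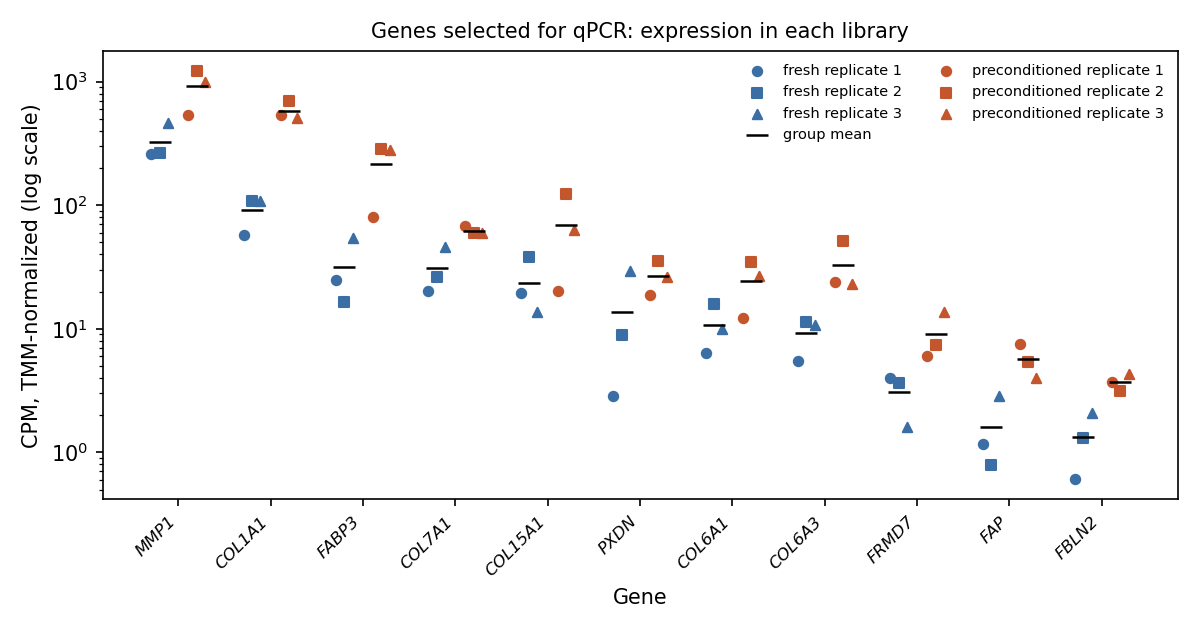
TMM-normalized CPM of the 11 genes on a log axis, with 1 point per library, shaped by replicate number, and a bar at the mean of each group. All 11 group means are higher in the preconditioned group, and the libraries of the groups overlap for PXDN, COL15A1 and COL6A1.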

Among the significantly upregulated genes, we selected SERPINRE1, COL1A1, FABP3, FAP, GREM2, COL6A3, FBLN2, PXDN, FRMD7, MMP1, COL15A1, COL6A1, and COL7A1 for qPCR validation (Figure 6E), and the results were consistent with the transcriptomic analysis. However, in the GSEA, only the extracellular vesicle pathway showed significant upregulation (Figure 6D).

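Genes were ranked by the signal-to-noise ratio of their CPM between the groups, and 1503 GO terms with 15 to 500 ranked members were scored with fgsea over 10000 permutations of the genes. Extracellular vesicle had 17 ranked members and a normalized enrichment score of 1.73 (enrichment score 0.580, permutation p = 0.011, adjusted p = 0.11), with 6 genes in the leading edge. Its rank by score was 24. At an adjusted p of at most 0.25, a lenient limit set beforehand, 91 terms were higher and 165 lower in the preconditioned group. At an adjusted p of at most 0.05, 25 terms were higher and 74 lower, and extracellular vesicle was not among them. Extracellular matrix had a score of −1.07 (permutation p = 0.32, adjusted p = 0.70) over 119 members. Extracellular space had 512 members among the tested genes and was too large to be scored. Permuting genes treats them as independent of each other. Of the alternatives, the adjusted p of extracellular vesicle was highest under limma's camera. Camera estimates the correlation between genes and tests the genes of the term against all other genes. The mean log2 fold change of the term, computed beside that test, was 0.39 (adjusted p = 0.93 from camera, with 0.027 to 0.93 over all alternatives). With the replicate number as a block and genes ranked by the test statistic, the normalized score was 1.90 (adjusted p = 0.030). A ranking by the test statistic without the block gave 1.93 (adjusted p = 0.027), so the lower adjusted p came with the ranking. Of 15 alternatives, 12 kept an adjusted p of at most 0.25. The others were camera, the ranking on log2 CPM (1.499, adjusted p = 0.43) and the fit without preconditioned replicate 1 (1.45, adjusted p = 0.29). Only the rankings by the test statistic, with and without the block, had an adjusted p of at most 0.05.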

## 4. Discussion

LSCs are essential for maintaining ocular surface homeostasis and function, and their transplantation remains an effective strategy for ocular surface reconstruction. However, the clinical application of LSCs has been hindered by difficulties in maintaining stemness during expansion, the low proportion of stem cells, and the reduced viability of residual corneal tissues and LSCs after long-term storage. In this study, we established a strategy that combines deep cryogenic preservation with inflammatory factor induction to induce and enrich LSCs within limbal tissues. This approach not only preserved stem cell characteristics during cryopreservation but also yielded a higher proportion of LSCs with robust activity. These findings provide a promising method for generating high-quality LSCs and may offer a reliable cell source for transplantation-based therapies of ocular surface disorders.

Previous studies have reported that cryogenic conditions can induce DNA damage [16], cell detachment, and apoptosis in corneal epithelial cells [3]. Consistent with these findings, our results showed partial epithelial cell detachment in corneal tissues after long-term cryogenic storage in liquid nitrogen. Nevertheless, LSCs located in the limbus retained their stem cell phenotype and proliferative capacity. Even after up to two years of cryopreservation, a considerable proportion of p63^+^ LSCs remained in the limbal tissue, suggesting that cryopreserved corneas may still serve as a viable source of LSCs. Activation of stem cells is a key process in tissue regeneration. During corneal wound healing, epithelial cells at the injury site first release inflammatory cytokines such as IL-1 and TNF-α, followed by apoptosis, after which growth factors, including EGF, TGF-β1, VEGF, and HGF, are produced, ultimately leading to epithelial cell migration, proliferation, and wound closure [12,17]. Quiescent LSCs located in the limbal niche rapidly switch to an activated state upon receiving specific signals, such as inflammatory cytokines and growth factors, thereby initiating proliferation while maintaining their stem cell phenotype [18]. An increased p63 signal was observed in the central cornea following cryopreservation. This change may be associated with stress- and inflammation-induced epithelial activation [19]. However, the precise cellular origin and regulatory mechanisms underlying this phenomenon were not specifically addressed and warrant further investigation. The immunofluorescence results demonstrated that long-term cryogenic storage activated the NLRP3/Caspase-1/IL-1β pathway in corneal epithelial cells, particularly in central corneal epithelium and the superficial layers of limbal epithelium (Figure 4). In contrast, LSCs residing in the basal limbal layer did not express NLRP3, Caspase-1, or IL-1β (Figure 4C). This may be attributed to the unique folded structure of the limbal niche, which could mitigate direct cryogenic stress and prevent inflammasome activation, thereby protecting LSCs from pyroptosis. Together, these findings highlight the differential impact of deep cryopreservation on highly differentiated corneal epithelial cells versus limbal stem cells, which provides theoretical support for strategies aimed at activating LSCs and expanding highly viable LSCs in vitro.

To evaluate the feasibility of obtaining LSCs with robust stem cell activity from long-term cryopreserved corneal tissues, we performed primary isolation and biological assessment of limbal tissues stored in liquid nitrogen for up to two years. In vitro, fresh LSCs showed higher proliferative activity compared with cryopreserved LSCs (Figure 2B). Cell cycle analysis revealed that most cryopreserved LSCs were arrested in the S phase (Figure 2C,D). The cryopreserved LSCs exhibited a higher rate of apoptosis (Figure 2F,G). Notably, LSCs isolated from cryopreserved corneas in our study demonstrated a higher colony-forming efficiency (Figure 3F), while maintaining a comparable proportion of p63^+^ cells to fresh LSCs and exhibiting a significantly lower proportion of K3^+^ differentiated cells (Figure 3B,D). These results suggest that long-term cryopreservation may trigger pyroptosis-associated signaling in limbal niches, thereby activating quiescent LSCs, initiating proliferative programs. In vivo, LSCs are known to be slow-cycling, whereas in culture they become activated and proliferative, with rapid expansion largely driven by transient amplifying cells [20]. The cryopreserved group exhibited a higher apoptotic rate while showing enhanced cloning-forming capacity and a reduced proportion of K3^+^ differentiated cells, suggesting that cryopreservation imposes greater damage on differentiated or transient amplifying cells, thereby selectively enriching for less differentiated LSCs. This may represent a purification mechanism that eliminates terminally differentiated cells while preserving LSCs with superior stem cell properties. However, long-term cryopreservation may still cause damage to the limbal niche and induce DNA damage in resident cells, driving cells into a repair-associated S phase and resulting in an increased proportion of S-phase cells in the cryopreserved group. Therefore, our aim is to establish a strategy that preferentially promotes apoptosis of differentiated cells while minimizing cellular damage, thereby enabling the selection and enrichment of p63^+^ LSCs with higher cloning-forming efficiency and stem cell characteristics.

To preserve and enrich LSCs with superior stem cell characteristics within limbal tissues, this study employed a combined deep cryogenic and IL-1β–induced preconditioning strategy. The results showed that limbal tissues pretreated with IL-1β-supplemented cryopreservation medium for one week yielded more primary LSCs within the same time compared to the fresh control group (Figure 5A). The LSCs from the preconditioned group have significantly higher colony-forming capacity (Figure 5D), indicating that the preconditioned group cells have enhanced self-renewal potential and proliferative competence. Also, flow cytometry analysis showed that the preconditioned group exhibited a similar proportion of p63^+^ cells (LSCs) but fewer K3^+^ differentiated cells (Figure 5G–J), suggesting that the preconditioning favors the enrichment of stem cells. Furthermore, the multilayered LSC sheets formed by the preconditioned group have more p63^+^ cells and high expression of ZO-1 and collagen IV (Figure 5K). The enhanced colony-forming capacity and stratification capacity highlight its promise for future applications in LSC transplantation and tissue-engineered corneal constructs.

In addition, RNA-seq analysis was performed to investigate the potential mechanisms by which cryogenic and inflammatory factor induction enhances LSCs’ activity. In the GO enrichment analysis, multiple significantly upregulated genes were found to be associated with the extracellular space and extracellular matrix. However, the proteins regulated by these genes exert distinct effects on the ECM. The upregulation of COL1A1, COL6A3, COL15A1, COL6A1, COL7A1, FABP3, FBLN2, GREM2, and PXDN can promote ECM production and increase matrix stiffness [21,22,23,24,25]. This is likely a biological response to inflammatory induction, in which cells maintain stemness by strengthening the niche through more ECM deposition. 

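In LSCs of the preconditioned group, the 5 collagen genes among these changed by unequal amounts. After COL1A1, COL6A3 rose most, from 9.20 ± 3.24 CPM (SD, n = 3) in the fresh group to 32.6 ± 15.8 CPM (SD, n = 3), a log2 fold change of 1.83 (standard error 0.41, adjusted p = 0.052 from edgeR's quasi-likelihood test). COL7A1 rose from 30.8 ± 13.6 to 62.3 ± 5.00 CPM (SD, n = 3 each), a log2 fold change of 1.01 (standard error 0.29, adjusted p = 0.076). The groups overlapped for COL15A1 and COL6A1. COL15A1 had a log2 fold change of 1.55 (standard error 0.67, adjusted p = 0.17), and COL6A1 one of 1.202 (standard error 0.46, adjusted p = 0.14). FABP3, a fatty acid binding protein, rose from 31.9 ± 19.9 to 214 ± 116 CPM (SD, n = 3 each), with a log2 fold change of 2.75 (standard error 0.62, adjusted p = 0.053). FBLN2 was expressed at 1.33 ± 0.735 and 3.70 ± 0.574 CPM (SD, n = 3 each) and had a log2 fold change of 1.47 (adjusted p = 0.089). PXDN was expressed at 13.7 ± 13.9 and 26.9 ± 8.38 CPM (SD, n = 3 each), so that its difference was smaller than the spread of the fresh libraries (log2 fold change 0.97, adjusted p = 0.42). From the higher expression of these genes, the paper proposes a response to inflammatory induction in which more matrix is deposited and the niche is strengthened.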

Meanwhile, SERPINE1, FAP, FRMD7, and MMP1 can alter ECM composition through degradation or remodeling, and promote cell migration [26,27,28]. This may reflect the activation of LSCs under inflammatory stimulation, enabling them to migrate more rapidly toward the site of injury or out of the limbal niche under in vitro culture conditions. These results indicate that the regulation of ECM by cryopreservation and inflammatory induction is likely dynamic rather than unidirectional. This dynamic regulation enables the limbal tissue to yield a higher purity of LSCs with faster migration capacity after induction. 

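MMP1 rose from 327 ± 115 CPM in the fresh group to 912 ± 346 CPM in the preconditioned group (SD, n = 3 each), with a log2 fold change of 1.48 (standard error 0.36, adjusted p = 0.058 from edgeR's quasi-likelihood test). FAP and FRMD7 were expressed at much lower levels. FAP had 1.61 ± 1.11 CPM in the fresh group and 5.66 ± 1.78 CPM in the preconditioned group (SD, n = 3 each), with a log2 fold change of 1.81 (standard error 0.52, adjusted p = 0.076). FRMD7 had 3.07 ± 1.27 and 9.04 ± 4.15 CPM (SD, n = 3 each), with a log2 fold change of 1.56 (standard error 0.45, adjusted p = 0.076).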

In the GSEA based on the whole transcriptome, the extracellular vesicle pathway was significantly enriched, suggesting enhanced extracellular vesicle (EV)-mediated intercellular communication under these conditions. Evidence indicated that EVs play important roles in modulating ECM dynamics and microenvironmental remodeling, particularly under stress or inflammatory conditions [29], where EV secretion and cargo composition are altered. Through the transfer of bioactive molecules, EVs can influence ECM turnover, cellular plasticity, and tissue homeostasis [30]. These observations raise the possibility that the dynamic regulation of ECM may be partially mediated by EV-dependent signaling. However, this hypothesis remains speculative and requires further experimental validation.

## 5. Conclusions

Corneal tissues preserved under cryogenic conditions retained viable LSCs, and the isolated primary LSCs exhibited strong stemness and colony-forming efficiency. By combining cryogenic preservation with IL-1β induction, we established an optimized approach that yields LSCs with a higher stem cell proportion and enhanced proliferative potential. This strategy provides an effective means to preserve and enrich LSCs within limbal tissues, offering an effective safeguard for LSC transplantation and other related applications.

## Figures and Tables

**Figure 1:**
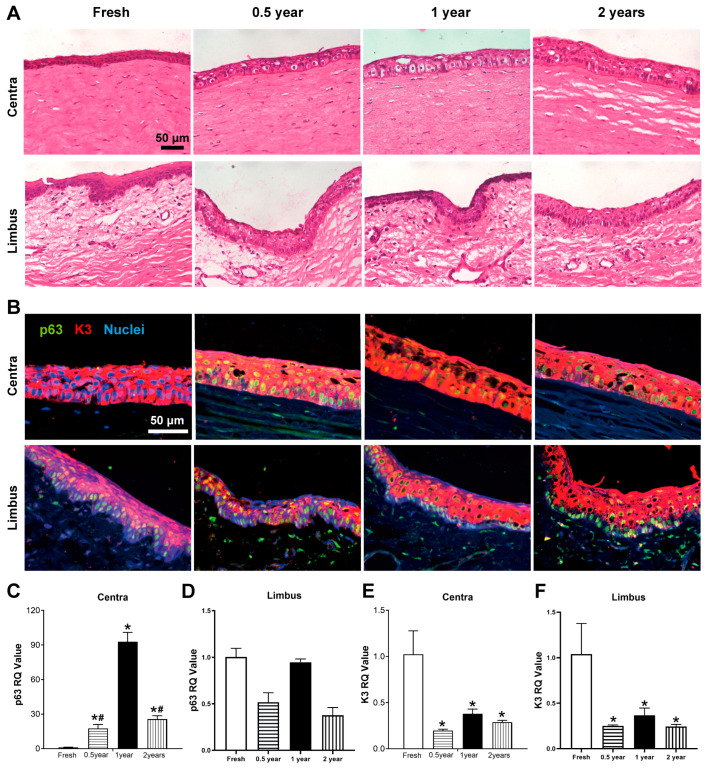
Structural and molecular characterization of rabbit corneas after different cryopreservation periods. (**A**) H&E staining of central cornea and limbus. (**B**) Immunofluorescence of p63 (stem cell marker, green) and K3 (differentiation marker, red) in corneal epithelium. (**C**–**F**) qPCR analysis of p63 and K3 mRNA levels in central cornea (**C**,**E**) and limbus (**D**,**F**). * *p* < 0.05 vs. Fresh; # *p* < 0.05 vs. 1-year group.

**Figure 2:**
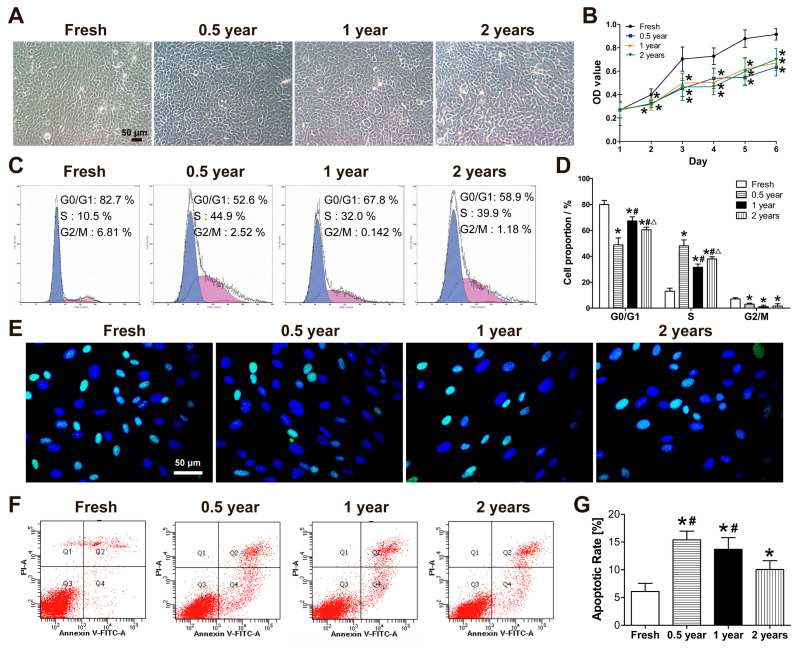
Proliferative activity of primary LSCs isolated from fresh and cryopreserved rabbit limbus. (**A**) Primary LSCs morphology under the bright field microscope. (**B**) Cell proliferation curves measured by CCK-8 assay. (**C**) Cell cycle analysis (G0/G1 phase by blue, S phase by purple and G2/M by orange ) by flow cytometry. (**D**) Statistical results of cell cycle distribution (G1, S, and G2 phases; *n* = 3). (**E**) Immunofluorescence staining of Ki67 (green) and nuclei(blue). (**F**) Apoptosis rate analysis by flow cytometry. (**G**) Statistical results of apoptosis rates (*n* = 3). * *p* < 0.05 vs. Fresh; # *p* < 0.05 vs. 0.5 year; △ *p* < 0.05 vs. 1 year (**D**); * *p* < 0.05 vs. Fresh; # *p* < 0.05 vs. 2 years.

**Figure 3:**
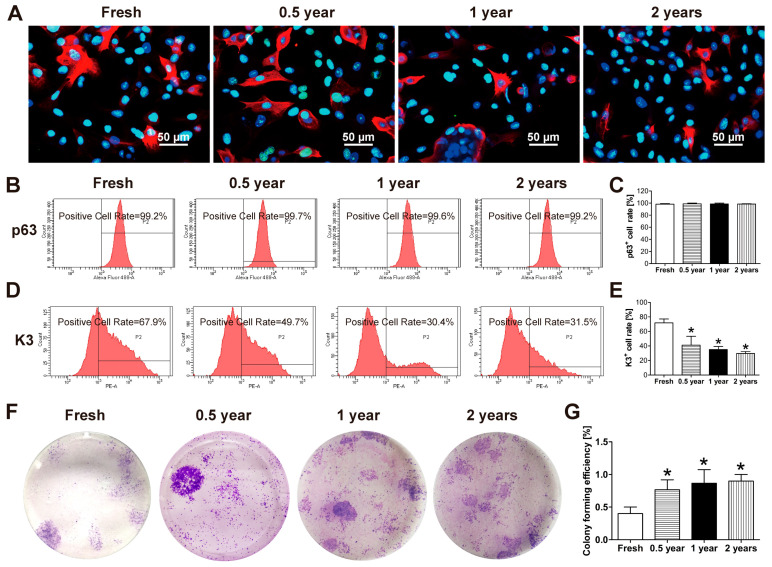
Stem cell characteristics of primary LSCs from fresh and cryopreserved rabbit corneas. (**A**) Immunofluorescence staining of p63 (green), K3 (red), and nuclei (blue). (**B**,**C**) Flow cytometric analysis and quantification of p63^+^ cells. (**D**,**E**) Flow cytometric analysis and quantification of K3^+^ cells. (**F**) Representative images of colony formation assay with Giemsa staining. (**G**) Quantification of colony-forming efficiency. * *p* < 0.05 vs. Fresh.

**Figure 4:**
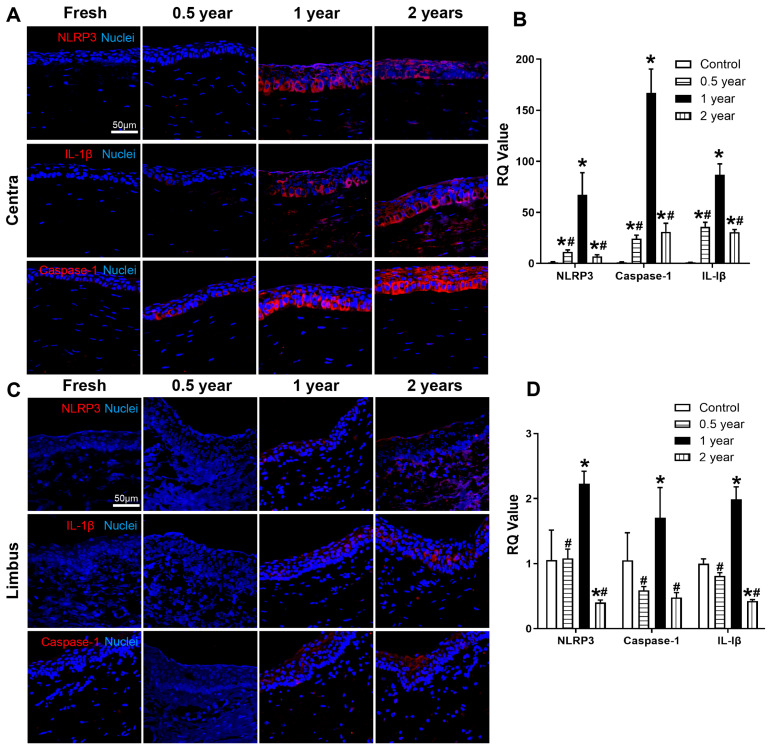
Expression of NLRP3, Caspase-1, and IL-1β in fresh and cryopreserved corneas. (**A**) Immunofluorescence staining and (**B**) mRNA expression of NLRP3, Caspase-1, and IL-1β in the central cornea of fresh and corneas cryopreserved for 0.5, 1, and 2 years. (**C**) Immunofluorescence staining and (**D**) mRNA expression of the indicated markers in the limbal cornea. *n* = 3. * *p* < 0.05 vs. fresh; # *p* < 0.05 vs. 1 year.

**Figure 5:**
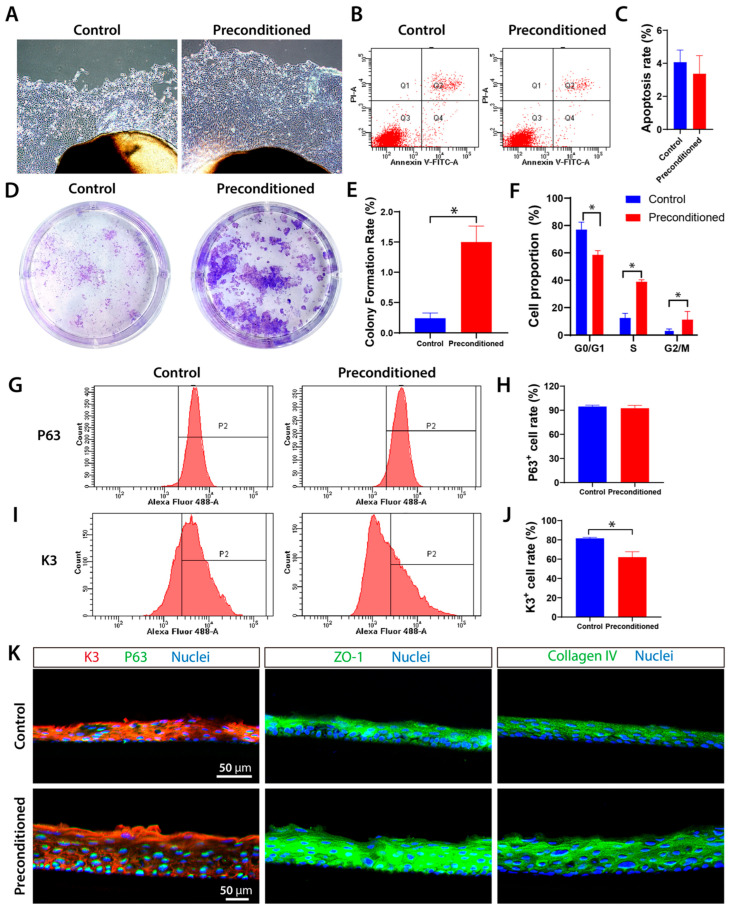
Biological characterization of rabbit primary LSCs following combined cryogenic treatment and IL-1β inflammatory induction. (**A**) Morphology of primary LSCs migrating from fresh corneas and IL-1β-treated cryopreserved limbal tissues at day 3. (**B**,**C**) Analysis of apoptosis rates. (**D**) Representative images of colony-forming assay with Giemsa staining, and (**E**) quantification of colony-forming efficiency (* *p* < 0.05 vs. Control). (**F**) Cell cycle analysis (* *p* < 0.05 vs. Control). (**G**,**H**) Flow cytometric analysis and quantification of p63^+^ cells. (**I**,**J**) Flow cytometric analysis and quantification of K3^+^ cells (* *p* < 0.05 vs. Control). (**K**) Construction of multilayered LSC sheets in vitro and immunofluorescence staining results.

**Figure 6:**
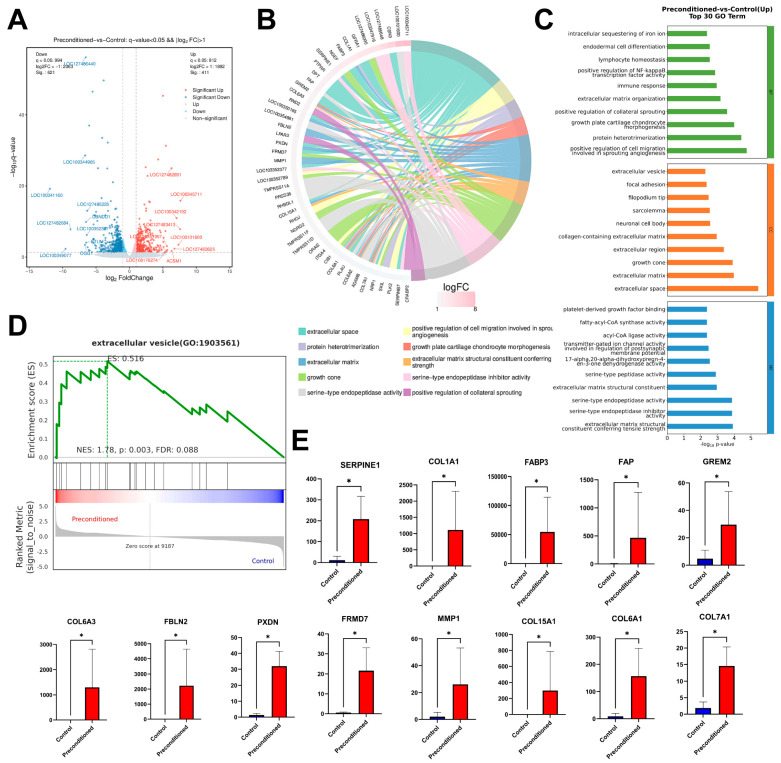
Transcriptomic analysis identifies key upregulated genes. (**A**) Volcano plot of differentially expressed genes (DEGs). (**B**) Chord plot of GO enrichment analysis for upregulated DEGs. (**C**) Top 30 significantly enriched GO terms for upregulated DEGs. (**D**) Gene Set Enrichment Analysis (GSEA) reveals upregulation of extracellular vesicle-related pathways. (**E**) qPCR validation of selected upregulated genes (* *p* < 0.05 vs. Control).

**Table 1:** Primers for qPCR.

SERPINE1 FWD	TCGAGGTGAATGAGAGTGGC
SERPINE1 REV	AAAGGATGGTACCTGTGGGG
COL1A1 FWD	AGAACGGAGATGACGGAGAAG
COL1A1 REV	CTTGGCACCATCCAAACCAC
FABP3 FWD	ATGACAGGAAGGTCAAGTCCC
FABP3 REV	TTTCTCGTAAGTGCGTGTGC
FAP FWD	GATGAGGGGGTCGCATACAG
FAP REV	TAGTTGGAAGCCGAAGCCAG
GREM2 FWD	TGCGGGTTTAGGGGATGAAG
GREM2 REV	CACACACTTCAGTCGCTTGC
COL6A3 FWD	TCAACGCCCTGCAGATCAAC
COL6A3 REV	TCCAGTTGCCGAATCCACAG
FBLN2 FWD	CGTCTCCTGTGAGGACCAAG
FBLN2 REV	GTGCGCGTTGAGGATAAAGC
PXDN FWD	TGACAGGCAAGCGTTTAAGG
PXDN REV	CAGGTGTGTGATCCGGTTGT
FRMD7 FWD	CTATTGATTGTCAGCACTCGGC
FRMD7 REV	GGGGGCTTTCTCCAGGAATTT
MMP1 FWD	GGCTCAGTTCGTCCTCACTC
MMP1 REV	TGGTGAATGTCAGGGGTGTG
COL15A1 FWD	CTTGCCTTCCATCCCAACCT
COL15A1 REV	ATCAAGGAAGGACCCATCGC
COL6A1 FWD	CAAAGGCACCTACACCGACT
COL6A1 REV	CCCATCGGTCACCACAATCA
COL7A1 FWD	TCACGAACCAGTCCTCATGC
COL7A1 REV	ACTGCCGAAGTCAGGTCTTG

## Data Availability

The RNA-seq data from limbal stem cells used in this study are available in the GEO database under accession code “GSE329824”. Any additional requests for information can be directed to, and will be fulfilled by, the corresponding authors.

How the deposited data were processed for this re-analysis (not part of the article)

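Gene expression was measured by RNA-seq in primary LSCs from rabbit limbal explants, in 3 libraries of the fresh group and 3 of the preconditioned group. The conditions and replicate numbers came from the sample records and the methods, and every column of the tables could be assigned. The authors aligned the reads with hisat2 and deposited the counts per gene from htseq-count without normalization. The FPKM values deposited by the authors equal each count divided by the library's total count on genes and by 1 length per gene, and how that length was defined is not given in the paper's text. Gene symbols, descriptions and GO terms were used as in the deposited tables. Of 22177 NCBI gene identifiers there, 19462 were found in a table of rabbit genes of the assembly mOryCun1.1, which was not used for coordinates because the authors' build is not named.

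Counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes were filtered with filterByExpr, which left 15029 of 22190, and were scaled by TMM. The quasi-likelihood test with robust estimation compared the groups with condition as the only factor, and p values were adjusted by the Benjamini-Hochberg method. Genes with an adjusted p of at most 0.05 and an absolute log2 fold change of at least 1 were called. Standard errors of log2 fold changes were derived from the test's F statistic. With 3 libraries per group and 31952352 to 34327534 counts per library, the spread between libraries rather than the depth limits the precision, except for genes with few counts. A group with at most 3 counts in every library was taken as not detected, and a fold against it is a lower bound.

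GO terms were tested by a one-sided Fisher's exact test against the tested genes with any GO term. Gene sets were scored with fgsea 1.28.0 over 10000 permutations of the genes on signal-to-noise ratios of CPM, with each SD set to at least 0.2 times the mean. Lists of marker genes were tested against all other tested genes with camera in limma 3.58.1. The test used log2 CPM with a prior count of 2, and the inter-gene correlation was estimated from the data. Each of these p values was adjusted over the terms or lists tested together.

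The genes named in the text were chosen by a rule set beforehand, from which the genes of the qPCR panel now depart. Under the rule they are those the paper names in its transcriptome results, the genes of the proteins it stains or measures, members of the marker lists, and the 5 genes with the largest positive and the 5 with the largest negative log2 fold change among called genes whose groups did not overlap. The rule covers all 13 genes chosen for qPCR, but 2 of them were left out after the results had been seen, for a reason unrelated to their values. Every count over this panel is therefore over 11 genes in place of the 13 planned.

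The alternatives were DESeq2 1.42.0 with its Wald test, DESeq2's size factors, library size alone, other filters on low counts, the replicate number as a block, leaving out each library, limma-trend on log2(FPKM + 1) and log2(FPKM + 0.1), glmTreat, no fold change cutoff, and other backgrounds, rankings and correlations for the gene sets. The pairing by replicate number comes from the sample records only, and whether libraries of the same number share a donor is not stated. The fits were tested on simulated counts drawn from the means and sizes of these libraries and the spread that edgeR estimated, with 200 genes changed. edgeR recovered 170 of the 197 changed genes that passed its filter (86.3%) and called 10 unchanged genes among 180 calls. DESeq2 recovered 185 of 200 (92.5%) and called 52 unchanged genes among 237 calls. With the block, edgeR recovered 166 of 197 and called 13 unchanged genes among 179 calls. Every simulated change was well above the cutoff on log2 fold change, and no library was made to deviate as a whole. These shares therefore do not describe genes near the cutoff, or libraries that deviate as preconditioned replicate 1 does. The experiments by flow cytometry, staining, colony formation and qPCR were not analysed here.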

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

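The tests of genes without a symbol against other genes, of the donors' sex and of library size were set before the data were examined, and the other tests in this part were chosen only after the results were seen.

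Of the 344 differentially expressed genes, the 5 with the largest increases are outside the genes the paper discusses, and they stood out because they were nearly absent in the fresh group. Mean expression in the preconditioned group was 0.882 CPM for LOC100101600 (described as granzyme H), 7.41 CPM for LOC100345711, 3.67 CPM for LOC127483413, 4.68 CPM for LOC100342192 and 8.88 CPM for LOC127482691. The first 4 had at most 3 counts in every fresh library, so that they were at least 9.85-fold, 82.8-fold, 41.0-fold and 52.2-fold higher. LOC127482691 had 3 to 5 counts in the fresh libraries and a log2 fold change of 6.25.

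None of these 5 genes has a symbol, and neither do 120 of the 344 genes (34.9%, against 21.0% of all tested genes). Donor differences at loci with several copies are a candidate explanation. Of the 21 differentially expressed genes with at most 3 counts in every library of one group, 16 (76.2%) had no symbol, against 21.0% of the other tested genes (one-sided Fisher's exact test, p = 9.8e-08). Low expression did not account for all of this, since random genes matched on mean expression had no symbol in 53.1% of cases (permutation p = 0.0247 over 10000 draws). If reads had moved between genes with the same description, a rise in one should go with a fall in the other. That was so for 17 of 45 genes without a symbol (37.8%), against 31.8% of other genes without a symbol (one-sided exact binomial test, p = 0.24), so that shared reads were not detected this way. The mean total counts of the groups differed by −0.314% of the fresh mean and overlapped. The sex of the donors could not be examined, since 0 of the 8 genes listed for it are in the table under those names.

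In all, 72 genes had at least 20 counts in some libraries and at most 3 in all the others. These were 57 genes that separated libraries within a group and 15 that separated exactly the groups. With minimum counts of 30, 50 and 100, there were 29, 15 and 7 such genes, of which 8, 6 and 3 separated exactly the groups. The minimum of 20 was chosen after all 4 were seen. Of the 72 genes, 13 were absent only in preconditioned replicate 1 and 15 only in preconditioned replicate 3. Variants of single donors against the reference could give such patterns, but the genes were selected for the pattern and include interferon-induced genes such as LOC108178670, described as a 2'-5'-oligoadenylate synthase, which can differ between cultures. The count of 57 therefore does not separate the explanations. Of the 16 genes present in 3 libraries and absent in the other 3, 15 (93.8%) separated exactly the groups, where random differences between single donors would give 10% (one-sided exact binomial test, p = 1.5e-14, which takes genes as independent). This goes against differences between single donors for these genes, while whether the donors of a group shared a source is not stated. RPS7, singled out after its values were seen, made up 43.1% to 58.3% of the summed CPM of genes described as ribosomal protein S7 in the fresh libraries, 85.8% and 56.5% in preconditioned replicates 1 and 2, and 2.17% in preconditioned replicate 3, while the sum was 305 to 611 CPM. The reads of that library may have been assigned to another copy of the gene.

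Of 13 mitochondrial genes, 8 had a log2 ratio under −4 to the fresh mean in preconditioned replicate 3. For this library, a fall of all mitochondrial transcripts goes against the values, since ND4 had a log2 ratio of 0.13 and CYTB, ND3 and ND5 also stayed above −1. The log2 ratios spanned 6.47 in this library, 2.44 and 1.25 in preconditioned replicates 2 and 1, and at most 0.97 in the fresh libraries. A mitochondrial sequence that differs from the reference, or reads shared with nuclear copies, might produce unequal losses, but the span of 6.47 does not tell these apart from unequal stability of the transcripts. No biological explanation was tested for this library. Lower values were not limited to it. Mitochondrial genes held 1.09%, 0.499% and 0.406% of counts in preconditioned replicates 1, 2 and 3, against 1.21% to 1.84% in the fresh libraries. Every gene was below the fresh mean in replicate 2 (−0.060 for ND6 to −2.50 for COX3), and every gene but ND6 in replicate 1. Only ND5 had an adjusted p of at most 0.05 (log2 fold change −0.82, adjusted p = 0.040 from edgeR's quasi-likelihood test).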

How the results depend on the processing

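The alternatives were set before the data were examined, except those for the interferon list, which was added after seeing the data.

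The number of differentially expressed genes depended on the test. Against 344 genes (163 higher, 181 lower), DESeq2 gave 1190 (553 higher, 637 lower), glmTreat 24 (8 higher, 16 lower), and no fold change cutoff 763 (433 higher, 330 lower). With library size alone in place of TMM there were 565 genes, 423 of them lower. The higher share was then 25.1% in place of 47.4%, and the median log2 fold change of all tested genes moved from 0.01 to −0.16. The limma fit on log2(FPKM + 0.1) gave 576 genes, 443 of them lower, and that on log2(FPKM + 1) gave 95 higher genes and stayed within 1.5 times for the total. DESeq2's size factors and both other filters on low counts also stayed within 1.5 times. With library size alone, the shift follows from leaving out the TMM factors, which were 1.06 to 1.07 in the fresh group and 0.914 to 0.965 in the preconditioned group, and FPKM values are likewise scaled by total counts. The cause of the other shifts was not tested.

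Leaving out each library gave 14 to 1546 genes (5 to 616 higher, 9 to 930 lower). Without preconditioned replicate 1 there were 1546, which held 336 of the 344 genes. Of the 344 genes, 11 were called in all 6 of these fits and 4 in none of them. With the replicate number as a block, 30 genes (13 higher, 17 lower) were called, all among the 344, and the mean correlation between libraries of the same number was −0.083. Whether such libraries share a donor is not stated, and calls lost under the block are not evidence of a smaller effect.

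Of the 11 genes used from the qPCR panel, 1 was called. The number was 3 with library size alone, 10 with DESeq2, 2 in each limma fit, and 0 with glmTreat, where 6 were higher at an unadjusted p of at most 0.05. It was 0 to 6 across the 6 fits that each left out one library, and in those with 0, there were 10 and 8 at an unadjusted p of at most 0.05. COL1A1 rose in all 14 alternatives run for single genes, which do not include glmTreat, with log2 fold changes of 2.41 to 2.80 and adjusted p values of 8.3e-18 to 0.069. Over 29 named genes and 390 values, 332 kept their direction and side of the cutoffs, 31 were weaker, 25 stronger and 2 reversed. The reversed ones were CASP1 (−0.017 to 0.82 across the fits without one library) and IL1B (−0.26 to 1.07).

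The GO ratio of extracellular space passed the threshold only with DESeq2 (2.35, adjusted p = 0.000996, with adjusted p values of 0.000996 to 1 over all alternatives). Across the fits without one library, the ratio was 0 to 3.53 for extracellular space, 0 to 13.6 for extracellular matrix and 0 to 18.3 for extracellular vesicle. Ratios of 0 came from fits with as few as 5 higher genes, and extracellular vesicle also had 0 with the replicate block. The score of extracellular vesicle was 1.45 to 1.79 across the fits without one library, 1.499 with log2 CPM and 0.39, as a mean log2 fold change, with camera. It lost its side of the threshold without preconditioned replicate 1 (1.45), with log2 CPM and with camera (adjusted p values of 0.027 to 0.93 over all alternatives), and the cause was not tested.

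Among the marker lists, G2/M (−1.22) and S phase (−0.998) passed the threshold only with a fixed inter-gene correlation of 0.01 (adjusted p = 1.4e-13 and 8.6e-09, up to 0.83 for both over all alternatives), and so did the interferon list (−2.06, adjusted p = 0.011, up to 0.83 over all alternatives). With the correlation estimated, no list passed. The stromal list was −0.14 to 0.57 across the fits without one library. The basement membrane list changed sign with library size alone (−0.084) and with log2(FPKM + 1) (−0.078), and was −0.012 to 0.22 across the fits without one library. The other lists run under the alternatives kept their direction, and the conjunctival, immune cell and inflammasome lists were not run under them.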

Differences from the paper's values

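The paper reports 1032 differentially expressed genes, and 344 were found here with edgeR. Of the alternatives set before the data were examined, DESeq2 (1190 genes), which the paper's methods name, no fold change cutoff (763 genes) and the fit without preconditioned replicate 1 (1546 genes) came within 1.5 times of the paper's number, and the others did not. The paper's number of higher genes is about 410 in Fig. 6A, read by eye, against 163 here. DESeq2 (553) and no fold change cutoff (433) came within 1.5 times of it. For lower genes the paper has about 620 in Fig. 6A, read by eye, against 181 here. DESeq2 (637), library size alone (423), limma on log2(FPKM + 0.1) (443) and the fit without preconditioned replicate 1 (930) came within 1.5 times.

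The paper's −log10 p of extracellular space is about 5.4 in Fig. 6C, read by eye, against 0.912 here, and only DESeq2 (6.54) came within 1.5 times. For extracellular matrix it is about 4.0 in Fig. 6C, read by eye, against 0.412 here, and only DESeq2 (3.12) came within 1.5 times. For extracellular vesicle it is about 2.3 in Fig. 6C, read by eye, against 0.757 here, and DESeq2 (1.75) and library size alone (1.95) came within 1.5 times.

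The paper counts the genes chosen for qPCR as significantly higher. Of the 11 used here, COL1A1 passed both cutoffs and the other 10 did not, with adjusted p values of 0.052 to 0.42. DESeq2 called 10 of the 11, and no setting called PXDN (adjusted p = 0.42 with edgeR and 0.47 with DESeq2). FABP3 was also called with library size alone, both limma fits and without preconditioned replicate 1, and COL6A3 with library size alone and without preconditioned replicate 1. FRMD7, MMP1 and COL6A1 were also called without preconditioned replicate 1, and COL7A1 without fresh replicate 3. Of 24 other genes read by eye in Fig. 6B, all 24 were higher on average in the preconditioned group. Both cutoffs were passed by 12 of them with edgeR and by 23 with DESeq2. Fig. 6B shows genes that the paper called higher in these same libraries, so none of these counts is an independent test.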

Other observations

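In this part, the tests of the stromal list, of the number of matrix genes called without single libraries, of expression matching and of other splits for the number of genes were set beforehand, and the tests of gene length, of other splits for the other results and of single libraries behind the G2/M and interferon lists and, by size of change, behind the matrix genes were chosen only after the results were seen.

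The 6 libraries can be split into 3 and 3 in 10 ways, of which 4 part all 3 pairs of the same replicate number and the other 6 part 1 pair. Of the 4 comparable splits, 1, the real one, gave 344 differentially expressed genes. Each of the other 9 splits gave 0, with 96 to 1100 genes at an unadjusted p of at most 0.05 against 4596 in the real split. For the GO ratio of extracellular space, taken in each split as the larger of the ratios among higher and lower genes, 1 of the 4 splits was as large, the real one, where the larger ratio was 1.93 among the lower genes, but the others had no called genes to test. As large a score of extracellular vesicle was reached in 2 of the 4 splits, and in 3 of all 10. The mean of the G2/M list was as large in 1 of the 4. With so few splits, the share of splits alone cannot exclude chance for any of these results. For the number of genes, edgeR's quasi-likelihood test argues against chance as far as its assumptions hold. It called 344 genes at an adjusted p of at most 0.05 and the fold change cutoff. That every other split gave 0 adds nothing to the share of splits. The groups were separated for 36.7% of tested genes, where chance gives 10%. Genes are not independent of each other, so this share cannot exclude chance either. For the other results, chance is left open.

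The genes called higher by DESeq2 held 41 members of extracellular space. Random genes matched on mean expression held 20.5 on average, and random genes matched on gene length held 17.6. None of the 10000 draws held as many in either case (permutation p = 0.0001, the smallest possible with 10000 draws), so neither expression nor length accounts for this excess. For the 9 members among the genes called by edgeR the permutation p was 0.156, matched on expression, against p = 0.12 from Fisher's exact test without matching, so this excess was not distinguishable from chance in the first place and nothing follows about expression level.

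Stromal cells carried over from the explants are a candidate source of the matrix transcripts. The stromal list, which holds none of the genes of the qPCR panel, had a mean log2 fold change of 0.20 (15 of 20 genes higher, adjusted p = 0.84 from camera). COL1A2 had a log2 fold change of 1.11 and COL3A1 of 0.85, while DCN had −0.13 and KERA −1.27, each with an adjusted p above 0.1 from edgeR's quasi-likelihood test. Since no list passed the threshold with the correlation estimated, G2/M with 49 of 50 genes lower included, this test cannot separate stromal cells from a change within LSCs. Leaving out 1 preconditioned library lowered the number of the 11 genes called to 0 at the least, but with 1 gene called from all 6 libraries this count is uninformative. By size, 11 of the 11 genes kept more than 0.5 of their log2 fold change whichever preconditioned library was left out, with lowest shares of 0.532 for COL15A1 to 0.944 for COL1A1. COL15A1 fell from 1.55 to 0.83 without preconditioned replicate 2, so that this library gave much of its difference. The other genes kept a share of at least 0.718 (COL6A1), so no single preconditioned library carries their difference.

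Transcripts of the cell cycle were lower in the preconditioned group, whereas the paper reports more cells in S and G2/M phases by flow cytometry in this group (Fig. 5F). The G2/M list had a mean log2 fold change of −1.22 (49 of 50 genes lower, adjusted p = 0.66 from camera) and the S phase list −0.998 (39 of 40 lower, adjusted p = 0.66). The G2/M mean per library, relative to the fresh mean, was 0.29, −0.13 and −0.17 in the fresh group and −0.49, −1.69 and −1.49 in the preconditioned group. Leaving out 1 preconditioned library left a G2/M mean of −0.98 or lower, so no single preconditioned library carries it. MKI67, which encodes Ki67, had 36.6 ± 13.3 CPM (SD, n = 3) in the fresh group and 9.76 ± 8.50 CPM (SD, n = 3) in the preconditioned group, with a log2 fold change of −1.90 (adjusted p = 0.097 from edgeR, 0.0044 to 0.25 over the alternatives). Whether the RNA was taken at the same time as the cells for flow cytometry is not stated in the paper's text, and a difference in time or density of the cultures was not tested.

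TP63 had a log2 fold change of −0.77 (adjusted p = 0.059, 0.0040 to 0.19 over the alternatives) and KRT3 one of −1.21 (adjusted p = 0.30, 0.19 to 0.83), beside the paper's comparable p63-positive and fewer K3-positive cells (Fig. 5G–J). COL4A1 and COL4A2 had log2 fold changes of −1.54 (adjusted p = 0.11, 0.011 to 0.29 over the alternatives) and −1.52 (adjusted p = 0.075, 0.0028 to 0.22), and TJP1, which encodes ZO-1, one of −0.24 (adjusted p = 0.20, 0.069 to 0.46). DESeq2 called COL4A1 and COL4A2 lower, and TP63 was called lower only without preconditioned replicate 1. In all other fits the log2 fold change of TP63 was smaller in size than the cutoff of 1. Its adjusted p was 0.0084 from DESeq2's Wald test, and its groups did not overlap. CASP1 and IL1B, with 0.35 (adjusted p = 0.75, 0.44 to 0.996 over the alternatives) and 0.66 (adjusted p = 0.47, 0.099 to 0.88), did not differ by more than the spread between libraries. The first adjusted p of each gene is from edgeR's quasi-likelihood test. The list of IL-1 response genes had a mean of −0.41 (5 of 15 genes higher, adjusted p = 0.66 from camera), and the limbal stem cell and differentiation lists −0.52 and −0.74 (adjusted p = 0.66 for both).

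Type I interferon response genes, a list examined after seeing the data, had a mean log2 fold change of −2.06 (9 of 9 genes lower, adjusted p = 0.66 from camera, 0.011 to 0.83 over the alternatives). The mean per library was −3.99 in preconditioned replicate 3, −1.86 in replicate 2 and −0.33 in replicate 1, and 0.87, −0.27 and −0.60 in the fresh libraries. Without preconditioned replicate 3 it was −1.09, just over 0.5 of its size, so that this library gave much of the difference. In the GSEA, defense response to virus had a normalized score of −2.55 and cell division one of −2.31 (permutation p = 0.00018 and 0.00016, adjusted p = 0.0098 for both).

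Among the 181 lower genes, lysozyme activity held 4 of its 4 tested members, where 0.0486 were expected (one-sided Fisher's exact test, adjusted p = 7.2e-05). One of them, LOC100341160, had at most 1 count in each preconditioned library.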
